A study of Homo sapiens with 6 samples. Its data were reported in "Mechanical confinement governs phenotypic plasticity in melanoma" (2025).

How the data were processed

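A375 human melanoma cells were sequenced as bulk RNA in 2 conditions, confined at a height of 3 µm for about 18 h or unconfined, with 3 libraries per condition. According to the study's methods, each repeat used a plate with confined and unconfined wells, and the wells of a condition were pooled for each library. The methods call the 3 repeats independent and biological. The study's reporting summary instead calls the 3 replicates technical and states that the RNA sequencing was not replicated. Which applies could not be settled here, and technical replicates would limit what every SD and p-value covers. The sample records give a library kit with enrichment of polyadenylated RNA. The authors checked the reads with FastQC, trimmed them with Trimmomatic and aligned them to the human genome hg38. The deposited values are raw counts per gene in the layout of the STAR aligner's gene count table, with no header, normalisation or gene filter. The STAR version, its options and the annotation release were not stated. Each table holds 58302 Ensembl gene IDs, 4 summary rows (unmapped, multimapping, no feature and ambiguous) and 3 count columns, of which the deposited column that ignores strand was used. The share of stranded counts on the first strand was between 49.9% and 50.1% in every library, as for a kit without strand information. STAR counts reads that map to a single place and fall in a single gene, so near-identical copies and overlapping genes lose or share reads.

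Gene symbols, biotypes, exon lengths, GC content and coordinates were taken from GENCODE release 44 (hg38), in which 57532 of the IDs were found. A symbol could be given to 41836 IDs. The gene counts summed to between 23478310 and 29805669 per library, and the 3 counts that a count of 0 allows were between 0.101 and 0.128 CPM. No library was a copy of another, since replicates of a group differed by more than counting error (chi-square per degree of freedom of 3.32 or higher).

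Confined and unconfined libraries were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10 and a total of 15, TMM scaling, quasi-likelihood F-test, design with the group only), with p-values adjusted by the Benjamini-Hochberg (BH) method over 23895 tested genes and a threshold of 0.05. Standard errors of log2FC are the log2FC divided by the square root of F. The common biological coefficient of variation was 6.63%. The study's own tool, DESeq2 (version 1.42.0 here, default settings), was run as an alternative. Normalised read counts are CPM on TMM-scaled library sizes, and log2 CPM used a prior count of 2. Principal components were computed over the 500 most variable genes.

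The Gene Ontology sets of the study were not used here. In their place, 26 gene lists (878 symbols with the study genes, 871 of them found) were written by hand and scored with fgsea 1.28.0 (multilevel, at least 8 tested genes, genes ranked by the signed square root of F), BH-adjusted over the lists; the smallest of its p-values are Monte Carlo estimates that are known to the order of magnitude only. camera and fry of limma 3.58.1 were run as alternatives because fgsea permutes genes. A further list held 45 genes named by the study. The genes named in the text were chosen by a rule: among genes past the threshold with a symbol, a mean of at least 1 CPM and all 3 confined values on one side of the unconfined values, the 6 with the largest rise, the 6 with the largest fall and the 3 with the smallest p in each direction; up to 3 members of smallest p for each list past its threshold; and any tested study gene. One study gene past the threshold is counted but not reported here. MIR3648-2, RNA5-8SN1, RBM3, CIRBP and NEAT1 fall outside that rule and were chosen after their values were seen. The lists, the rule and all alternatives but the subtraction of a background were fixed before the data were examined. Some tests of explanations were chosen later and are named where they are reported. Shares of reads were compared with an exact two-sided permutation test of the difference in means, which cannot go below 0.1 with 3 libraries against 3.

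The fit was tested on simulated data drawn from the means and library sizes of these samples, with 200 changed genes in each of 5 simulations of confined against unconfined libraries (23435 genes tested). With dispersions on the fitted trend, 74.4% of genes changed by 1 on the log2 scale and 23.8% of those changed by 0.3 were recovered, and 4.66% of called genes were false. With dispersions of single genes (23410 genes tested), the recovered shares were 67.6% and 18.6% and 11.3% of called genes were false, so the share of false calls may exceed the nominal 5% where genes vary unequally. A list of 40 genes shifted by 0.2 was called in 5 of 5 simulations. Genes were drawn independently of each other, so the simulations do not bear on how often fgsea calls unchanged lists of correlated genes.

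Alternatives were DESeq2 size factors or library size only in place of TMM, no filter or at least 1 CPM in 3 libraries in place of filterByExpr, the DESeq2 Wald test, limma-voom, the replicate number as a block, counts of the second strand only, protein-coding genes only, other rankings and set tests for the lists, and each library left out in turn. Subtraction of an even background, the reads per kilobase of 331 olfactory receptor genes in each library times exon length, was added after the data were seen. Random lists and sets matched on mean expression (20 bins, 10000 draws) and a loess trend on GC content and exon length (span 0.5) were used in the tests of explanations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.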

Results

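Gene expression was profiled by bulk RNA sequencing in A375 cells, an established human melanoma line, that had either been held under a piston at a height of 3 µm for about 18 h (confined) or grown without it (unconfined). There were 3 libraries per group and 6 libraries in all. The reads assigned to genes numbered 29088360, 29805669 and 28878948 in unconfined replicates 1, 2 and 3, and 27124264, 23478310 and 27736722 in confined replicates 1, 2 and 3. At these depths a count of 3 corresponded to between 0.101 and 0.128 CPM (normalised read count, scaled to the size of the library), so genes below that level could not be followed. Counting limits of this kind cover counting error only, because the reads carried no molecular identifiers.

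To ask whether confinement altered the transcriptome as a whole, log2 CPM of the 500 most variable genes was summarised by principal component analysis. Component 1 held 39.1% of the variance and placed all 3 confined libraries (scores of 3.11 or higher) above all 3 unconfined libraries (scores of 0.67 or lower). Component 2 held 23.7% and did not separate the groups. The share on component 1 was 30.9% over all tested genes and 60.8% after the DESeq2 variance stabilising transformation, and the groups were separated in both cases. The group means accounted for 32.2% of the variance of these genes, and 1 of the 10 splits of the 6 libraries into equal groups, the real one, gave a share as large. Pearson's r of log2 CPM between replicates of a group lay between 0.989 and 0.992 across genes, which are not independent replicates.

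**Figure D1:**
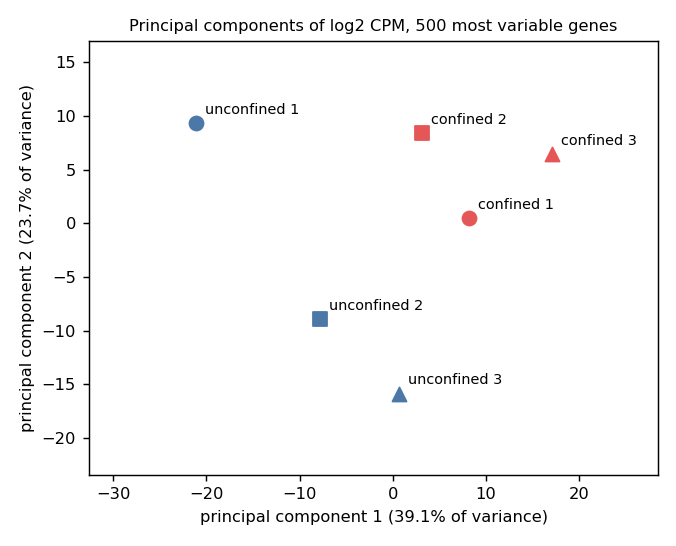
Principal component analysis of log2 CPM for the 500 most variable genes, one point per library (blue, unconfined; red, confined; the marker shape gives the replicate number), with the share of variance on each axis label. On component 1 the confined libraries lie at 3.11 or higher and the unconfined libraries at 0.67 or lower.

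Of 23895 genes with enough reads to test, 789 were upregulated and 499 downregulated in confined cells (edgeR quasi-likelihood test, Benjamini-Hochberg (BH)-adjusted p under 0.05), and 4824 had an unadjusted p under 0.05. The changes were mostly small. The median log2 fold change (log2FC) was 0.48 for upregulated genes and -0.23 for downregulated genes, and 115 upregulated genes but 5 downregulated genes changed by more than 1 on the log2 scale. Among the called genes, 645 upregulated and 485 downregulated genes were protein-coding, and 97 upregulated and 5 downregulated genes were long non-coding RNA (lncRNA) genes. All 3 confined values lay on one side of all 3 unconfined values for 5946 tested genes (24.9%), where chance gives 10%. The counts depended on single libraries. The fit called 254 upregulated and 69 downregulated genes without unconfined replicate 2, 284 and 129 without confined replicate 3, 369 and 239 without unconfined replicate 3, and 533 and 331 without confined replicate 2. Scaling to library size alone shifted the calls from 61.3% upregulated to 77.1% (907 upregulated, 269 downregulated), and the DESeq2 Wald test, the tool of the study, gave 711 upregulated and 829 downregulated genes (46.2% upregulated). That test also uses another set of tested genes, and 1146 of the 1288 calls were kept by it with their direction.

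The genes with the largest rise among those with a mean of at least 1 CPM and fully separated groups were secreted factors, a signalling adaptor and a synaptic scaffold. IL24 (ENSG00000162892; hg38 chromosome 1, 206897443 to 206904139) rose from 37.1 ± 7.73 to 190.5 ± 62.7 CPM (SD, n = 3 per group), a log2FC of 2.36 ± 0.18 (SE) with an edgeR BH-adjusted p of 1.39e-05. Because 41.6% of its exon length overlaps other genes and the counts ignore strand, part of its signal could not be assigned with certainty. CXCL8 (ENSG00000169429; chromosome 4, 73740519 to 73743716) rose from 6.07 ± 0.36 to 26.0 ± 10.5 CPM (log2FC 2.11 ± 0.23, edgeR BH-adjusted p 0.000157). HGF (ENSG00000019991; chromosome 7, 81699010 to 81770438) rose from 2.37 ± 0.16 to 7.84 ± 1.36 CPM (log2FC 1.73 ± 0.15, edgeR BH-adjusted p 3.06e-05), and TRAF1 (ENSG00000056558) from 8.01 ± 2.28 to 24.1 ± 9.77 CPM (log2FC 1.59 ± 0.24). CSF2 (log2FC 1.77 ± 0.38) and SHANK1 (1.57 ± 0.42) were close to the threshold, with edgeR BH-adjusted p of 0.0162 and 0.0440. Without confined replicate 3, the log2FC of CSF2 was 1.48 (edgeR BH-adjusted p 0.0946) and that of SHANK1 was 0.93 (0.286), and both also lost their call without unconfined replicates 2 or 3. After subtraction of an even background, SHANK1 had too few reads to test. The smallest p-values among upregulated genes, after that of IL24, belonged to DLG4 (29.4 ± 1.43 to 52.7 ± 4.97 CPM, log2FC 0.84 ± 0.072), which encodes the postsynaptic scaffold PSD-95, and to the lncRNA gene ADIRF-AS1 (9.91 ± 0.20 to 20.7 ± 2.07 CPM, log2FC 1.07 ± 0.092). Each had an edgeR BH-adjusted p of 2.96e-05, and 23.1% of the exon length of ADIRF-AS1 overlaps other genes.

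The largest fall was that of MIR3648-1 (ENSG00000275708), an annotated microRNA precursor gene of 180 bp on hg38 chromosome 21 (8208473 to 8208652, plus strand) within the ribosomal DNA repeat. Its counts were 1945, 1247 and 1652 in the unconfined libraries and 23, 8 and 10 in the confined libraries (55.9 ± 12.8 against 0.513 ± 0.286 CPM, log2FC -6.74 ± 0.24, edgeR BH-adjusted p 3.72e-10). A near-identical copy with a mean under 1 CPM, MIR3648-2, fell as well (log2FC -4.61 ± 0.56, edgeR BH-adjusted p 0.000580) and can share its reads, so the level of either copy is uncertain. The next falls among genes of at least 1 CPM were far smaller. RGS5 (ENSG00000143248) fell from 7.16 ± 0.40 to 3.72 ± 0.97 CPM (log2FC -0.93 ± 0.16, edgeR BH-adjusted p 0.00496), and TXNDC5 (ENSG00000239264) from 6.70 ± 0.17 to 3.29 ± 0.42 CPM (log2FC -1.02 ± 0.14, edgeR BH-adjusted p 0.000935), although 61.1% of the exon length of TXNDC5 overlaps other genes. GCLM, which encodes a subunit of the glutathione-synthesising enzyme, fell from 99.9 ± 8.80 to 73.4 ± 2.80 CPM (log2FC -0.44 ± 0.062, edgeR BH-adjusted p 0.00136). The remaining members of the rule, ARG1 (log2FC -0.92), CHCHD10 (-0.54) and RNVU1-6 (-0.51, an snRNA gene whose exon lies fully within others), were called on less margin. ARG1 passed the threshold in 0 of the 6 fits that each left out one library, with its edgeR BH-adjusted p reaching 0.168 without unconfined replicate 2, against 0.0462 with all libraries. CHCHD10 lost its call in 4 of those fits and RNVU1-6 in 2, including, for both, the fit without confined replicate 3 (edgeR BH-adjusted p 0.167 and 0.0823).

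**Figure D2:**
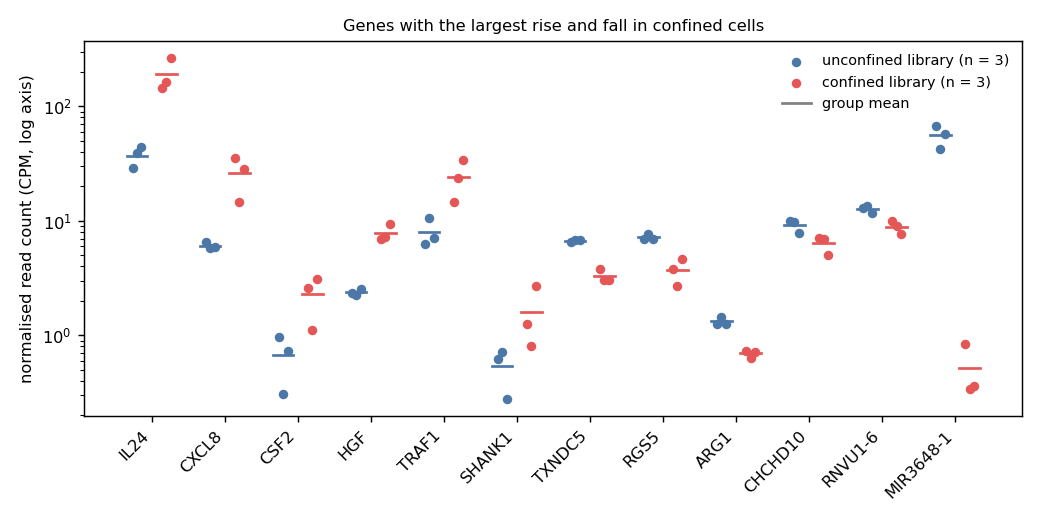
Normalised read count (CPM, log axis) of the 6 genes with the largest rise and the 6 with the largest fall, one point per library (blue, unconfined; red, confined) and a line at each group mean. MIR3648-1 drops from a mean of 55.9 to 0.513 CPM, while the other genes differ by 5.14-fold or less.

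The study asked whether confinement induces a neuronal programme, and 3 lists of neuronal genes were scored with fgsea on the ranked genes. The synaptic transmission list was higher in confined cells (normalised enrichment score (NES) 1.77, fgsea BH-adjusted p 0.00373, 29 of 45 tested genes with a positive log2FC), as was the axon guidance list (NES 1.503, fgsea BH-adjusted p 0.0213, 32 of 54 genes). The neuron development list was not (NES 1.15, fgsea BH-adjusted p 0.269, 24 of 47 genes). The average rise was small, with a median log2FC of 0.13 for synaptic transmission, 0.040 for axon guidance and 0.010 for neuron development. It was also uneven between libraries. The mean log2 CPM of the synaptic transmission list, relative to all 6 libraries, was 0.22 in confined replicate 3 and -0.012 and 0.018 in confined replicates 1 and 2, against -0.036, -0.055 and -0.14 in the unconfined libraries. Without confined replicate 3, the fgsea BH-adjusted p was 0.131 for synaptic transmission and 0.207 for axon guidance, and the axon guidance list also failed without unconfined replicates 2 (0.0975) or 3 (0.132). Ranking by log2FC left both short of the threshold, with fgsea BH-adjusted p of 0.171 and 0.279. Genes past the threshold were few: 3 upregulated and 0 downregulated in the synaptic list, 5 upregulated and 1 downregulated in the axon guidance list, and 2 in each direction in the neuron development list. The clearest were the plexin genes PLXNA3 (log2FC 0.52 ± 0.080, edgeR BH-adjusted p 0.00263), PLXNB3 (0.51 ± 0.088, 0.00509) and PLXNB1 (0.45 ± 0.082, 0.00704), which stayed past the threshold in all 6 fits that left out one library. UNC13A (log2FC 0.83 ± 0.17, edgeR BH-adjusted p 0.0123) and GABBR1 (0.43 ± 0.083, 0.00945) rose in the synaptic list and lost their call without unconfined replicate 2 (0.0552 and 0.0676), GABBR1 also without confined replicate 3 (0.0504).

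Whether confined cells expressed less of the cell division machinery was tested with 3 further lists. The S phase list was lower in confined cells (NES -3.21, fgsea BH-adjusted p 2.59e-20), with a negative log2FC for 42 of 43 genes, of which 17 were called. The G2/M list was lower as well (NES -3.05, fgsea BH-adjusted p 8.62e-17), with a negative log2FC for 52 of 54 genes, of which 15 were called. The shift was modest for each gene, with medians of -0.18 and -0.15. The genes with the smallest p in the S phase list were SLBP (log2FC -0.33 ± 0.055), PCNA (-0.29 ± 0.053) and RRM2 (-0.30 ± 0.055), with edgeR BH-adjusted p of 0.00394, 0.00680 and 0.00797. In the G2/M list they were TUBB4B (log2FC -0.29 ± 0.044), TMPO (-0.28 ± 0.050) and CDK1 (-0.31 ± 0.059), with edgeR BH-adjusted p of 0.00263, 0.00628 and 0.00945, and CDK1 lost its call without unconfined replicate 2 (0.0511). Replication-dependent histone genes were lower as a list (NES -2.68, fgsea BH-adjusted p 1.22e-10, 43 of 46 genes negative), but 2 were called on their own. The kit enriched polyadenylated RNA, so this result covers only the histone transcripts that such enrichment keeps. The direction of the histone list was shared by 2 of the 3 confined libraries, the exception being confined replicate 2 (mean log2 CPM of 0.070 relative to all libraries).

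**Figure D3:**
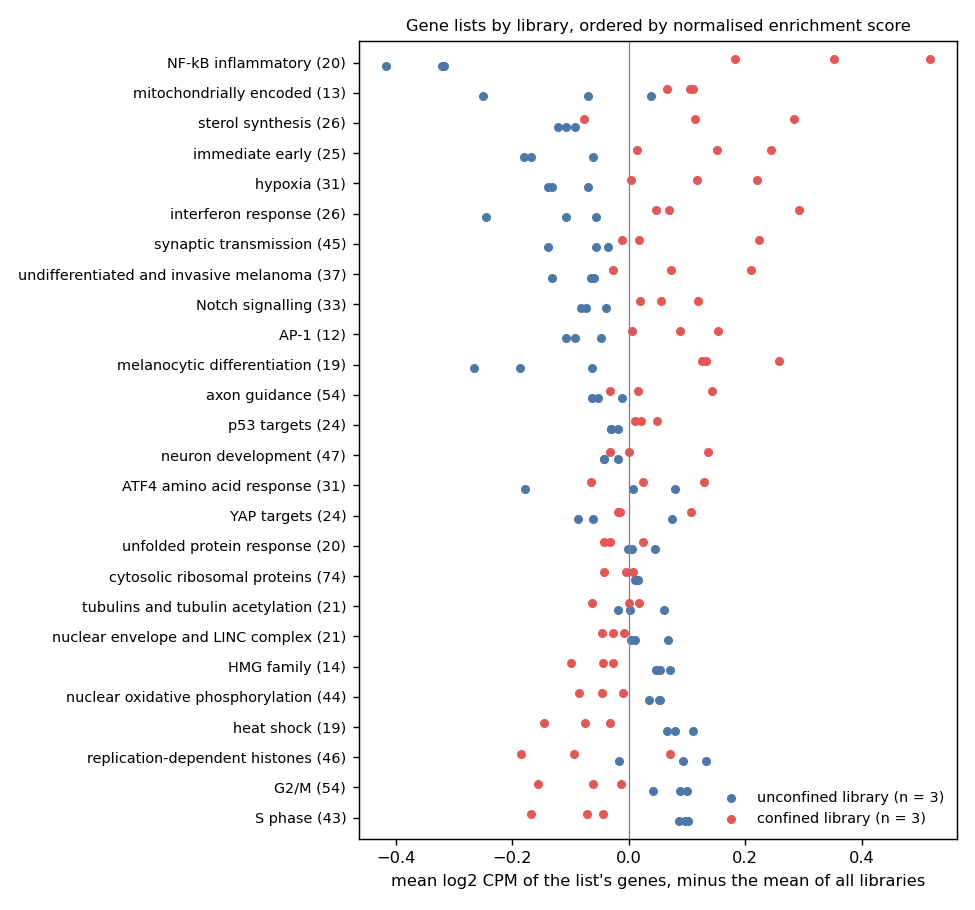
Mean log2 CPM of the tested genes of each list (number in brackets), relative to the mean over all 6 libraries, one point per library (blue, unconfined; red, confined), with the lists ordered by NES. For the S phase list the unconfined libraries lie between 0.086 and 0.10 and the confined libraries between -0.17 and -0.044, whereas for axon guidance the groups overlap.

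Genes that the study names for its various assays were then examined one by one. Of 45 such genes, 38 had enough reads to test, 5 passed the threshold over all genes tested, and 9 passed when adjusted over the list alone (edgeR with BH adjustment). NOTCH2NLA, DLK2 and DLL4 were chosen by the study on these samples, so the latter count is not independent evidence for them. NOTCH2NLA (ENSG00000264343; chromosome 1, 146146203 to 146229041) rose from 7.46 ± 0.60 to 9.62 ± 0.81 CPM (log2FC 0.37 ± 0.11), with an edgeR BH-adjusted p of 0.0690 over all genes, 0.0227 over the list alone and 0.0314 over all genes with the replicate number as a block. It passed in 0 of the 6 fits that left out one library (edgeR BH-adjusted p up to 0.256). It belongs to a family of near-identical copies whose reads cannot be split with certainty. DLL4 (log2FC 0.91 ± 0.40) had 0.276 ± 0.055 CPM in unconfined and 0.522 ± 0.118 CPM in confined cells, and DLK2 (log2FC 0.27 ± 0.14) had 6.20 ± 1.15 and 7.48 ± 0.74 CPM. Their edgeR BH-adjusted p were 0.219 and 0.317. The Notch signalling list as a whole was higher (NES 1.72, fgsea BH-adjusted p 0.00617, 24 of 33 genes), with HES7 (log2FC 1.41 ± 0.29, edgeR BH-adjusted p 0.0136) as its gene of smallest p. The list holds NOTCH2NLA, so its score is not fully independent of the study's choice of genes on these samples. The fgsea BH-adjusted p of the list was 0.0562 without unconfined replicate 1 and 0.0652 without confined replicate 3, and the edgeR BH-adjusted p of HES7 was 0.0611 without unconfined replicate 2 and 0.0580 without unconfined replicate 3.

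The DNA-bending protein HMGB2 is central to the study, which measured its protein in the nucleus of confined cells. The study also reported a higher HMGB2 transcript in interface cells of zebrafish and human melanomas, which are other samples than these. Its transcript (ENSG00000164104; chromosome 4, 173331376 to 173334432) was at 124.0 ± 3.27 CPM in unconfined and 107.1 ± 10.7 CPM in confined cells, with all 3 confined values below the unconfined ones. The log2FC of -0.21 ± 0.064 did not pass the threshold over all genes (edgeR BH-adjusted p 0.0666) but did over the list alone (0.0227), under DESeq2 (0.0245) and with the replicate number as a block (0.0116). It passed in 1 of the 6 fits that left out one library, and without confined replicate 3 its log2FC was -0.14 (edgeR BH-adjusted p 0.215). HMGB1 was lower (603.5 ± 9.04 to 500.1 ± 46.9 CPM, log2FC -0.27 ± 0.058, edgeR BH-adjusted p 0.0164, and 0.0757 without unconfined replicate 2). HMGA1 fell short of the threshold (log2FC 0.13 ± 0.050, edgeR BH-adjusted p 0.154), with a log2FC from 0.084 to 0.17 over 13 alternatives. The HMG family list was lower (NES -1.90, fgsea BH-adjusted p 0.00373), led by HMGB3 (log2FC -0.34 ± 0.053) and HMGN2 (-0.35 ± 0.056), with edgeR BH-adjusted p of 0.00263 and 0.00313. Transcripts of the nuclear lamina and linker genes that the study tested at the protein level showed no detectable difference (LMNA, log2FC -0.032 ± 0.057; SYNE2, 0.013 ± 0.067). Other study genes past the threshold were TYRP1 (0.275 ± 0.119 to 1.11 ± 0.46 CPM, log2FC 1.99 ± 0.41), NEFM (0.127 ± 0.019 to 0.443 ± 0.062 CPM, log2FC 1.77 ± 0.47) and PARP1 (log2FC -0.20 ± 0.049), with edgeR BH-adjusted p of 0.0136, 0.0421 and 0.0294. All 3 depended on the replicates. NEFM passed in 0 of the 6 fits that left out one library (edgeR BH-adjusted p up to 0.143, without unconfined replicate 2) and had the opposite sign in counts of one strand only (log2FC -0.16). TYRP1 lost its call without unconfined replicate 3 (edgeR BH-adjusted p 0.0609) or confined replicate 3 (0.0964). After subtraction of an even background, TYRP1 and NEFM had too few reads to test. PARP1 lost its call in 4 of the 6 fits, with the highest edgeR BH-adjusted p (0.112) without unconfined replicate 2. JUNB (log2FC 0.27 ± 0.079) and PMEL (0.82 ± 0.27) passed over the list alone, with 0.0218 and 0.0370, but not over all genes (edgeR BH-adjusted p 0.0572 and 0.0951), except with the replicate number as a block (0.00670 and 0.0383) and, for JUNB, in 3 other alternatives. PMEL had the opposite sign in counts of one strand only (log2FC -0.13, edgeR BH-adjusted p 0.403). With a kit without strand information, such counts can include reads of a gene on the other strand. The sign changes of NEFM and PMEL need not concern the same reads. MITF, the regulator of the melanocytic state, did not differ (log2FC 0.050 ± 0.10).

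In all, 21 of the 26 lists passed the threshold, 12 higher and 9 lower in confined cells. The NF-kB inflammatory list was the highest (NES 2.43, fgsea BH-adjusted p 1.20e-08), with a median log2FC of 0.64 and 12 of 20 genes upregulated, among them BIRC3 (log2FC 1.47 ± 0.15, edgeR BH-adjusted p 8.44e-05) and NFKB2 (0.62 ± 0.064, 9.62e-05). Sterol synthesis (NES 2.08, fgsea BH-adjusted p 4.24e-05) rose with INSIG1 (log2FC 1.06 ± 0.13), HMGCS1 (0.47 ± 0.071, with 37.7% of its exon length shared with other genes) and SREBF2 (0.45 ± 0.071), but the list mean of confined replicate 1 (-0.076) was below that of the other confined libraries (0.11 and 0.28). Hypoxia genes were higher (NES 1.98, fgsea BH-adjusted p 0.000279, 25 of 31 genes), led by NDRG1 (log2FC 0.47 ± 0.063), PFKFB4 (0.79 ± 0.11) and SLC2A3 (0.55 ± 0.077). So were immediate early genes (NES 2.08, fgsea BH-adjusted p 5.80e-05), interferon response genes (NES 1.95, 0.000328, with ISG20 at log2FC 1.07 ± 0.094) and AP-1 genes (NES 1.64, 0.0166). The undifferentiated and invasive melanoma list (NES 1.76, fgsea BH-adjusted p 0.00350, with INHBA at log2FC 1.08 ± 0.10) and the melanocytic differentiation list (NES 1.60, 0.0217) were both higher, but the latter was at 0.0814 without confined replicate 2, at 0.133 without confined replicate 3, at 0.266 among genes of at least 1 CPM in 3 libraries and at 0.297 after subtraction of an even background. Heat shock genes were lower (NES -2.66, fgsea BH-adjusted p 2.64e-09), with 13 of 19 called, among them DNAJA1 (log2FC -0.37 ± 0.058), HSPD1 (-0.32 ± 0.053) and HSPA1B (-0.40 ± 0.067, with 36.6% of its exon length shared with other genes).

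Transcripts encoded by the mitochondrial genome were higher (NES 2.17, fgsea BH-adjusted p 4.06e-05), whereas nuclear genes of oxidative phosphorylation were lower (NES -2.39, fgsea BH-adjusted p 4.73e-07). The nuclear envelope and LINC complex list (NES -1.85, fgsea BH-adjusted p 0.00373) and the tubulin list (NES -1.80, 0.00542) were lower, but 14 of 21 and 13 of 21 genes were negative, and the tubulin list was at 0.0653 without confined replicate 1. The direction of the tubulin list was shared by 1 of the 3 confined libraries (mean log2 CPM relative to all libraries of -0.063, 0.00082 and 0.017 in confined replicates 1, 2 and 3, against 0.0018, -0.018 and 0.061 in the unconfined ones). The gene of smallest p in the nuclear envelope list, SYNE1, was higher (log2FC 0.32 ± 0.056, edgeR BH-adjusted p 0.00510). Cytosolic ribosomal protein genes were called lower (NES -1.58, fgsea BH-adjusted p 0.0109), but the list was at 0.146 without confined replicate 1. Their median log2FC was -0.020, and it became 0.0043 when counts were scaled to library size only. That scaling also raised the median of all genes from 0.012 to 0.037, so the change of sign does not test the list. The p53 target (fgsea BH-adjusted p 0.236), unfolded protein response (0.243), ATF4 amino acid response (0.363) and YAP target (0.417) lists did not pass. The ATF4 list was called lower without unconfined replicate 2 (fgsea BH-adjusted p 0.0298), and the YAP list was called higher without unconfined replicate 1 (0.00770) or confined replicate 3 (0.0344). fgsea compares genes and not samples. With fry, which rotates the samples, 12 of the 21 lists held: S phase, G2/M, nuclear oxidative phosphorylation, heat shock, HMG family, nuclear envelope and LINC complex and tubulins among the lower lists, and NF-kB, immediate early, AP-1, Notch signalling and melanocytic differentiation among the higher ones (fry BH-adjusted p 0.0462 for each). The synaptic transmission and axon guidance lists did not (fry BH-adjusted p 0.132 and 0.161). camera with a preset correlation of 0.01 called 20 lists, and with the correlation estimated from these libraries it called 0, with 6 at an unadjusted p under 0.05.

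Reads outside genes were compared as a check on the libraries. Reads mapped to the genome but to no annotated exon made up 37.8 ± 0.20% of reads in unconfined and 39.5 ± 0.38% in confined libraries (SD, n = 3 per group), a difference of 1.66 percentage points with no overlap between the groups. Multimapping reads made up 6.73 ± 0.22% and 6.16 ± 0.29%, and mitochondrially encoded transcripts made up 3.37 ± 0.31% and 3.88 ± 0.084% of gene counts. Each of these 3 differences had an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 can give, and a BH-adjusted p of 0.167 over the 5 shares tested. The ambiguous share (7.33 ± 0.11% and 7.12 ± 0.16%) and the unmapped share (1.66 ± 0.070% and 1.59 ± 0.15%) did not separate the groups (exact two-sided permutation p of 0.2 and 0.6).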

Values the study reported

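For the bulk RNA sequencing of A375 cells, the study plated 200,000 cells per well and applied a confinement height of 3 µm for approximately 18 h. In live imaging of A375 cells that carry HMGB2 fused to GFP, the study reported that the nuclear concentration of the fusion protein reached 1.76 ± 0.072-fold of its starting value during confinement. That measure is of a protein in the nucleus, not of the endogenous transcript.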

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

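The tests for genomic DNA and for intron reads in this part were chosen after the result was seen. Reads that map to the genome but to no annotated exon, which the comparison of genes does not use, were more frequent in confined libraries: 39.5 ± 0.38% of reads against 37.8 ± 0.20% in the unconfined control libraries (SD, n = 3 per group), with all 3 confined values (39.4%, 39.1% and 39.9%) above all 3 unconfined values (37.6%, 37.9% and 38.0%). The exact two-sided permutation p was 0.1, the smallest this design allows. The rise was 1.66 percentage points. Its direction could not change when 1 library was left out, because the groups did not overlap. The deposited counts carry no normalisation or filter, and a share of reads does not depend on depth, so these do not bear on it.

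A rise of intron reads beyond that of other genes of low expression, as a change in splicing or in the share of unspliced RNA could give, was argued against. The 4119 tested genes that lie within introns of protein-coding genes had a median log2FC of 0.028, where sets of other genes of the same mean expression had 0.11, and 100% of the matched sets had a median as high or higher. A smaller rise of intron reads stays open. The median was 0.012 over all tested genes, and a genomic background would lift the matched sets too. Carry-over of genomic DNA stayed open. The 331 olfactory receptor genes that lie apart from protein-coding genes, taken to be silent in melanoma cells, span 777451 bp of exons and measure reads that fall anywhere in the genome. They rose from 36.5 ± 1.36 to 40.9 ± 0.326 RPM (reads scaled to all reads of the library), a rise of 4.37 with 95% counting limits of 3.08 and 5.65, and an even spread of the added reads over the genome would give 4.17. This is consistent with a slightly larger genomic DNA background in the confined libraries. Such a background could come from the handling of cells under the piston or from less RNA per cell, which would be a biological difference between the groups. The counts hold no measure of RNA per cell, and a library batch that follows the groups would look the same, so neither source was tested.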

How the results depend on the processing

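The alternative that subtracts an even background was chosen after the data were seen, and the others before. No called gene named in the text changed sign under any alternative except NEFM, whose log2FC was -0.16 in counts of the second strand (edgeR BH-adjusted p 0.821). PMEL, not called, changed sign there too (log2FC -0.13, edgeR BH-adjusted p 0.403), as did LMNA, SYNE2 and MITF without one library, all 3 near 0. The cause was not tested, but 26.4% of the exon length of NEFM overlaps other genes, and it had a mean of 0.285 CPM. Counts of one strand treat reads of overlapping genes differently from counts that ignore strand. Across the named genes and their alternatives, 54 other values fell short of the threshold and 9 newly passed it. Across the 26 lists these numbers were 55 and 2.

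The number of upregulated genes (789) stayed within 1.5-fold under other scalings, at least 1 CPM in 3 libraries, DESeq2, limma-voom, second-strand counts, protein-coding genes only and background subtraction. It was 1233 with no filter, which tests 42048 genes, and from 254 to 694 across the 6 fits that each left out one library. The number of downregulated genes (499) was 269 with library size only, 947 with no filter, 829 with the DESeq2 Wald test, 311 in second-strand counts, 315 after background subtraction and from 69 to 417 across the 6 fits that each left out one library. Second-strand counts hold about 50% of the reads by construction and treat reads of overlapping genes differently. Fits without one library have fewer samples. For the other settings the cause was not tested. Library size only gave 77.1% upregulated calls and DESeq2 46.2%, against 61.3%, while the median log2FC of all genes moved by less than 0.1 under every scaling. The lowest counts came without unconfined replicate 2, which kept 24.5% of the calls, and without confined replicate 3, which kept 31.2%. This number of libraries thus limits the calls of single genes, large changes included (NEFM and ARG1 passed in 0 of these 6 fits).

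The replicate number as a block gave 1260 upregulated and 956 downregulated genes, 9 study genes past the threshold and 21 lists. Libraries with the same number did not deviate together from their group means (correlations across genes of 0.053, 0.029 and 0.064, all under 0.1). By the study's methods each repeat held both conditions, so a block is justified if equal numbers mark the same repeat, which is not stated. The main fit was fixed without it, and 4 study genes that it left short of the threshold passed with the block: HMGB2 (edgeR BH-adjusted p 0.0116), NOTCH2NLA (0.0314), JUNB (0.00670) and PMEL (0.0383). The count of study genes past the threshold (5) was 2 in second-strand counts, 3 after background subtraction and from 1 to 6 across the 6 fits that each left out one library. TYRP1 had too few reads to test in the first 2 of these settings, and NEFM after background subtraction.

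The number of lists past the threshold (21) was 11 when ranked by log2FC, 12 with fry and 0 with camera and an estimated correlation (6 at an unadjusted p under 0.05). It was from 18 to 21 in the 6 fits that each left out one library, 18 after background subtraction and 20 or 21 in the rest. The S phase and G2/M lists passed in 13 of 14 alternatives, the exception being camera with an estimated correlation (BH-adjusted p 0.194 and 0.223). Histones failed there (0.414) and with fry (0.243). Axon guidance passed in 6 of 14 alternatives. Its BH-adjusted p was 0.279 ranked by log2FC, 0.0708 with preset camera, 0.435 with estimated camera, 0.161 with fry, 0.0510 after background subtraction, and from 0.00144 to 0.207 across the 6 fits that each left out one library. Synaptic transmission passed in 10 of 14, and was 0.171 ranked by log2FC, 0.435 with estimated camera, 0.132 with fry, and from 0.00212 to 0.131 across the 6 fits that each left out one library. Without confined replicate 3, neither list passed. The cause was not tested, though fry and estimated camera allow for the correlation of genes that fgsea ignores. Neuron development passed in 0 of 14. The ATF4 list, which was not past the threshold, reversed and passed without unconfined replicate 2 (from 0.0298 to 0.377 across the 6 fits that each left out one library). The share of variance on component 1 (39.1%) was 30.9% over all tested genes and 60.8% with the DESeq2 transformation. The differences in the shares of reads outside genes moved by less than 1 SD in each fit that left out one library.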

Other observations

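The tests on the number of lists, MIR3648-1, background subtraction, the joint correction, lncRNA genes and temperature, and those on the synaptic, axon guidance and Notch lists taken singly, were chosen after the result was seen. Of the 10 splits of the 6 libraries into equal groups, 1, the real one, gave as many genes past the threshold (1288), and no other split gave more than 1 gene. For the lists, 1 of the 10 splits gave as many as the 21 of the real split, but the others gave from 2 to 19, with a median of 11. A chance arrangement of the libraries cannot be excluded below a share of 0.1 in this design. The contrast between both counts indicates that the genes, more than the number of lists, mark the real grouping.

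Depth, GC content and length, and background were removed from the called genes singly and jointly. After all libraries were thinned to 23478310 counts, 88.9% of the calls were kept with their direction. After a smooth trend of log2FC on GC content and exon length was removed (values were known for 99.1% of genes), 64.4% were kept, with 563 upregulated and 388 downregulated genes past the threshold. After the even background was subtracted, 77.5% were kept. With all of these removed in 1 fit, 52.9% were kept (57.0% of upregulated and 46.3% of downregulated calls), and 97.1% of the calls had the same sign. Each of these argues against depth, GC content and length, or genomic DNA, singly or jointly, as the whole cause. Whether a lost call was due to the trend or to its closeness to the threshold was not tested. The 5598 tested genes with a mean under 1 CPM had a median log2FC of 0.097, which fell to 0.048 after the subtraction, so a small rise of a gene at that level may be background.

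The neuronal lists differed in how they held. As 1 set (146 genes, median log2FC 0.038), they changed no more than random lists of the same mean expression, of which 19.6% lay as far from the centre. The synaptic transmission list by itself stood apart (2.02% of matched lists), and it stayed past the threshold after removal of the GC and length trend (fgsea BH-adjusted p 0.0368) and after background subtraction (0.0237, within a range of 0.000648 to 0.435 over its alternatives). These values argue against low expression, GC content and genomic DNA as its whole cause. The weight of confined replicate 3 stays open, as the list was at 0.131 without that library. For axon guidance, 12.6% of matched lists changed as much and the fgsea BH-adjusted p was 0.289 after the GC and length trend was removed, in line with a technical share in its rise, while at 0.0510 after background subtraction a real rise and genomic DNA cannot be told apart for that list. The Notch list also fell short once the GC and length trend was removed (0.199), so its rise may rest on that trend. Low expression and genomic DNA were argued against as its whole cause. Only 0.32% of matched lists changed as much, and the fgsea BH-adjusted p was 0.0151 after background subtraction. Both values include NOTCH2NLA, which the study chose on these samples. The Notch list passed in 10 of 14 alternatives. A neuronal response to confinement, the biological explanation the design offers, was thus left for the synaptic list as a hypothesis.

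Among all 21 lists past the threshold, 16 had a median apart from matched random lists in the same direction (under 5% of matched lists as far). The axon guidance, HMG family, nuclear envelope and tubulin lists did not (12.6%, 10.2%, 87.6% and 34.1%). The cytosolic ribosomal protein list lay apart in the other direction, with a median of -0.020 against -0.064 for equally expressed genes. After removal of the GC and length trend, 19 lists passed.

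The transcript of HMGB2 moved with the cell division genes. Its log2FC of -0.21 lay at percentile 24.5 of the 53 other G2/M genes, whose median was -0.15 (5th to 95th percentile, -0.28 to -0.022). A lower share of cycling cells is consistent with that value, and the nuclear protein followed by the study was not measured in these data.

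Outside the neuronal and cell division lists, the rise of hypoxia genes (fgsea BH-adjusted p 0.000279) is in line with less oxygen under the piston, whereas the ATF4 amino acid response list (0.363) gave no sign of amino acid shortage. The hypoxia call did not hold with fry (0.0764) and ranged from 2.09e-06 to 0.237 over its alternatives, so oxygen limitation is a hypothesis, and a direct response to confinement stays open beside it. The fall of the heat shock list raised the question of a lower temperature under the piston, which would raise the cold-induced genes RBM3 and CIRBP. RBM3 had a log2FC of -0.18 ± 0.050 (edgeR BH-adjusted p 0.0459), lower in 3 of 3 confined libraries, and CIRBP one of 0.11 ± 0.057 (0.289). That argues against cold, although the call of RBM3 was not firm. RBM3 kept its call in 1 of the 6 fits that left out one library and in 5 of all 13 alternatives. It lost its call with library size only (edgeR BH-adjusted p 0.0810), in second-strand counts (0.180) and after background subtraction (0.0635). Its log2FC stayed negative throughout (from -0.21 to -0.14).

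The fall of MIR3648-1 by 106.6-fold in all 3 confined libraries was the most extreme change. The near-identical MIR3648-2 fell as well (90 reads in the unconfined and 3 in the confined libraries, log2FC -4.61 ± 0.56), and their reads cannot be split between the copies. A difference in ribosomal RNA left in the libraries was tested with RNA5-8SN1, a ribosomal RNA gene on the same chromosome arm, at log2FC -0.0059 ± 0.15. That gene has other copies, and reads that map to several places are not counted, so it cannot decide the question. The multimapping share, where such reads fall, was 6.73% in unconfined and 6.16% in confined libraries. A loss of GC-rich fragments was weighed because the gene is 83.9% GC, but 7 other tested genes reach 75% GC, none above 79.3%, and their log2FC ran from -1.69 to 0.32 with a median of -0.29. Less ribosomal RNA precursor, a biological explanation, would lower the rest of the external spacer too, but the neighbouring spacer feature held 9 reads over all 6 libraries. For MIR3648-1, residual ribosomal RNA, GC loss and less precursor thus cannot be told apart. The reasons are uncounted multimapping reads, the want of genes as GC-rich and the want of spacer reads, in that order. In the unconfined libraries 48.8% of its stranded reads were on the first strand. A contaminant of the unconfined libraries that holds this sequence was not tested.

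Of the lncRNA genes past the threshold, 97 were upregulated and 5 downregulated. Most of this imbalance goes with low expression: as many other genes of the same mean expression held a median of 101 upregulated and 10 downregulated calls, or 91.0% upregulated (95% of sets between 85.8% and 95.5%). The 95.1% of the lncRNA genes was reached by 3.66% of these sets, under the 5% set for the test but inside that range, so whether low expression is the whole cause stays open; that verdict was chosen after the value was seen. After background subtraction 76 upregulated and 2 downregulated lncRNA genes were called. Intron reads as the main source of the lncRNA calls were argued against by the 1257 lncRNA genes inside introns of protein-coding genes. Their median log2FC was 0.041, and 100% of sets of equally expressed lncRNA genes apart from protein-coding genes had one as high. They held 3 of the 97, and the 1474 genes apart held 56. NEAT1, an abundant lncRNA chosen after its values were seen, rose from 1416 ± 209 to 2445 ± 276 CPM (log2FC 0.79 ± 0.091, edgeR BH-adjusted p 0.000355), and it passed the threshold in all 13 alternatives run for it.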
